# Biological Response Profiling Reveals the Functional Differences of Main Alkaloids in Rhizoma Coptidis

**DOI:** 10.3390/molecules26237389

**Published:** 2021-12-06

**Authors:** Lan Xie, Shanshan Feng, Xiaoling Zhang, Wenlong Zhao, Juan Feng, Chengmei Ma, Ruijun Wang, Weifang Song, Jing Cheng

**Keywords:** rhizoma coptidis, alkaloid, berberine, coptisine, transcriptome analysis

## Abstract

Rhizoma Coptidis (RC) is a widely used traditional Chinese medicine. Although modern research has found that some alkaloids from RC are the pharmacologically active constituents, the differences in their biological effects are not completely clear. This study analyzed the differences in the typical alkaloids in RC at a systematic level and provided comprehensive information on the pharmaceutical mechanisms of the different alkaloids. The ethanol RC extract (RCE) was characterized using HPLC assay. HepG2, 3T3-L1, and RAW264.7 cells were used to detect the cytotoxicity of alkaloids. Transcriptome analyses were performed to elucidate the cellular pathways affected by RCE and alkaloids. HPLC analysis revealed that the typical alkaloids of RCE were berberine, coptisine, and palmatine. Coptisine and berberine displayed a stronger inhibitory effect on cell proliferation than palmatine. The overlapping ratios of differentially expressed genes between RCE and berberine, coptisine, and palmatine were 70.8%, 52.6%, and 42.1%, respectively. Pathway clustering analysis indicated that berberine and coptisine possessed a certain similarity to RCE, and both compounds affected the cell cycle pathway; moreover, some pathways were uniquely enriched by berberine or coptisine. Berberine and coptisine had different regulatory effects on genes involved in lipid metabolism. These results provide comprehensive information on the pharmaceutical mechanisms of the different RC alkaloids and insights into their better combinatory use for the treatment of diseases.

## 1. Introduction

Rhizoma Coptidis (RC, huanglian in Chinese) is a widely used traditional Chinese medicine that refers to the dried roots of *Coptis chinensis* Franch, *Coptis deltoidea* C. Y. Cheng et Hsiao, and *Coptis teeta* Wall, according to the Chinese Pharmacopoeia [1]. RC has properties of clearing heat, drying dampness, and detoxification and has been used for centuries in the treatment of gastrointestinal infections, inflammation, and liver diseases in Chinese medical practice [2].

Chemical investigations have revealed multiple secondary metabolites in RC, among which alkaloids are the major components [2]. The main alkaloids in RC include berberine, coptisine, palmatine, epiberberine, jatrorrhizine, columamine, magnoflorine, and worenine [3,4]. In the Chinese Pharmacopoeia, berberine, coptisine, palmatine, and epiberberine are designated as quality markers for RC.

Modern research has demonstrated that RC and its bioactive alkaloids have various pharmacological activities. One of the most important pharmacological activities of RC is its antimicrobial activity against bacteria, viruses, fungi, protozoans, helminths, and chlamydia [5]. In addition, RC has been shown to have anti-tumor activity, and this activity has been validated in various tumor types, including liver cancer, breast cancer, melanoma, colon cancer, and lung cancer [6]. Recently, RC has been reported to have anti-inflammatory, antioxidant, anti-diabetic, lipid-lowering, and neuroprotective effects [2,7,8]. Among the alkaloids in RC, berberine is the most abundant [3] and has been studied intensively. Berberine can replicate the anti-tumor and anti-inflammatory effects of RC [9]. Additionally, berberine has exhibited hypolipidemic and hypoglycemic effects and has been used to protect against cardiovascular diseases [8,10]. In comparison, other alkaloids in RC are less studied than berberine. Coptisine has been reported to have anti-tumor, anti-inflammatory, anti-diabetic, and anti-hypercholesterolemic effects by several studies [11,12,13,14]. Palmatine, another classic alkaloid from RC, has been reported to have anti-inflammatory, neuroprotective, and lipid metabolism regulatory effects [15,16,17]. There is a lack of systematic functional studies of the main bioactive alkaloids in RC, and a comparative study of their biological effects has yet to be performed.

The chemical fingerprinting enabled by high-performance liquid chromatography (HPLC) can help evaluate the components and quality of herbs. However, chemical fingerprinting cannot reveal the pharmacological activity of herbs. Therefore, a method that can directly evaluate the biological activities of RC and its main components is needed. As a complement to chemical profiling, biological response fingerprints (BioReFs) have been used to define gene expression patterns for specific drugs [18]. By means of high-throughput technologies, such as microarray and next-generation sequencing, global transcriptional profiles can be generated to reflect the cellular responses to drug treatment.

Our previous study established BioReFs of RC from different growing regions on HepG2 cells [7]. Four types of RC from different regions can be distinguished from Mahoniae Caulis, another herb with similar composition, using BioReFs. In the present study, we aimed to establish the BioReFs of RC crude extract and its representative alkaloids. In addition, we compared their effects on the cell viability of different cell lines and explored their regulatory effects on genes involved in different biological processes. In this way, we analyzed the differences in the typical alkaloids in RC at a systematic level and provided comprehensive information on the pharmaceutical mechanisms of the different alkaloids.

## 2. Results

### 2.1. HPLC Analysis of Alkaloids in Crude RC Extract

The contents of five alkaloids in RCE were analyzed using HPLC. The five alkaloids included the four quality markers for RC designated in the China Pharmacopoeia (2015 edition), i.e., berberine, coptisine, palmatine, and epiberberine, in addition to worenine, a relatively rare alkaloid of RC. RCs from three growing regions, i.e., Dayi of Sichuan Province, Lichuan of Hubei Province, and Shizhu of Chongqing City, were included in the analysis. The structural formulae and contents of the five alkaloids are shown in Figure 1. The content of berberine was the highest, accounting for ~28% of the total extract. The following were coptisine and palmatine, each accounting for ~5% and being slightly more abundant than epiberberine. Unfortunately, worenine was not detected in the extracts. Based on the results of HPLC, we focused on three alkaloids, i.e., berberine, coptisine, and palmatine, in the following study considering their relatively high content.

### 2.2. Comparison of the Effects of Alkaloids on the Proliferation of Different Cell Lines

Since several main alkaloids of RC have been reported to have anti-tumor activity, we compared their ability to inhibit cell proliferation in different cell lines. Berberine, coptisine, and palmatine were used to treat the human hepatoma cell line HepG2, the murine macrophage cell line RAW264.7, and the murine fibroblast cell line 3T3-L1 with different concentrations and durations, respectively. The concentrations ranged from 2.5 μM to 100 μM, and the durations included 24 h, 48 h, and 72 h. The cell viability was detected, and the IC_50_ was then calculated.

Overall, we found that berberine and coptisine showed cytotoxicity in all three cell lines in a dose- and time-dependent manner (Figure 2). However, within the concentration range used, palmatine showed no inhibitory effect on the cell viability of all three cell lines even at the 72-h time point.

Specifically, in HepG2 cells, we observed that berberine and coptisine hardly impaired cell viability at 24 h (Figure 2A). The IC_50_ of berberine at 48 h and 72 h was 123.42 μM and 47.56 μM, respectively (Table 1). The IC_50_ of coptisine at 48 h and 72 h was 34.88 μM and 18.1 μM, respectively (Table 1). Therefore, coptisine showed a stronger inhibitory effect than berberine in HepG2 cells. In RAW264.7 and 3T3-L1 cells, berberine and coptisine showed inhibitory effects after 24 h, and these effects were even greater at 48 h and 72 h (Figure 2B,C). Similarly, coptisine showed a stronger inhibitory effect than berberine in these two cell lines. In all three cell lines, palmatine showed no cytotoxicity within the concentration and time duration used in this study.

In addition, disparate susceptibility to alkaloids was noted among the three cell lines. Taking the results at 72 h, for example, the IC_50_ values of coptisine in HepG2 cells, RAW264.7 cells, and 3T3-L1 cells were 18.1 μM, 10.29 μM, and 50.63 μM, respectively (Table 1). Therefore, we concluded that RAW264.7 cells were more sensitive to alkaloids than HepG2 and 3T3-L1 cells.

In summary, the three main alkaloids in RC showed different cytotoxicity on the three cell lines we tested. We found that coptisine and berberine had strong inhibitory effects on cell proliferation, while palmatine had no effect on cell proliferation at concentrations as high as 100 μM within 72 h.

### 2.3. Transcriptome Analysis of RCE and Three Representative Alkaloids in RAW264.7 Cells

To further identify the functional differences in the three main alkaloids in RC, RAW264.7 cells were selected for transcriptome analysis due to their high sensitivity to alkaloids. RAW264.7 cells were treated with RCE, berberine, coptisine, and palmatine for 24 h. 

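RAW264.7 is a murine macrophage cell line. RNA was profiled on 5 two-colour CapitalBio mouse oligonucleotide arrays, 1 array each for cells treated with DMSO, RCE, berberine, coptisine and palmatine for 24 h. The extract was used at 40 μg/mL. Coptisine was given at 5 μM, berberine at 60 μM and palmatine at 80 μM, where the paper and the treatment notes write palmitate for the last. The labels give the DMSO content of the vehicle as 1%. By the labels, RNA of the treated cells carried Cy5 and RNA of PBS-treated cells carried Cy3 on every array. No dyes were swapped, and the sources used here do not give whether the PBS RNA was 1 extract. The deposited values used here are log2 ratios, and no spot intensities were used here. The background correction and within-array normalization are not given in the sources used here. The power of 2 of these values was a ratio with 4 decimals in 100% of cells, to within 0.001 of the last decimal, and the inverse was so in 0.303%, which settles the log base. The direction rests on the dyes in the labels. The table has 32255 features, of which 20343 were empty on all 5 arrays, and the rule behind empty values is not given in the sources used here. Values were present for 8934 features with DMSO, 8836 with RCE, 8955 with berberine, 9505 with coptisine and 9244 with palmatine, and 7086 features had a value on all 5 arrays. The median log2 ratio to PBS was 0.05 with DMSO, 0.20 with RCE, 0.05 with berberine, 0.04 with coptisine and 0.04 with palmatine. The files do not pair features with gene names, so all values are per feature and no gene is named. The log2 ratio to DMSO of a feature was its log2 ratio to PBS in treated cells minus that on the DMSO array, and a feature was counted at 2-fold or more. With 1 array per condition, no difference has a replicate check and no p-value is given.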

Because the three main alkaloids have different cytotoxicity, we wanted to use concentrations that did not cause excessive cell death while resulting in adequate disturbance of genome-wide gene expression. Thus, we used 60 μM berberine, 5 μM coptisine, and 80 μM palmitate for microarray analysis, and those concentrations caused approximately 20% cell death, as determined by cell proliferation assay (Figure 2A–C). The cytotoxicity of RCE was also determined by cell viability assay, as shown in Figure 2D. RAW264.7 cells were treated with different concentrations of RCE at 24, 48, and 72 h. We finally used 40 μg/mL RCE for microarray analysis. RNA was collected and subjected to whole-genome transcriptome analysis. The transcriptome dataset is accessible with GEO accession: GSE163032.

Clustering analysis of all expressed genes was performed to evaluate the overall similarities and differences in the effects of RCE and three alkaloids on global gene expression of RAW264.7 cells. Among the three alkaloids, the gene expression profile of berberine was the closest to that of RCE, suggesting that berberine could better represent the effect of RCE on gene expression than the other two alkaloids (Figure 3A). 

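Over the 7086 features measured on all 5 arrays, the log2 ratios of RCE-treated cells differed from those of berberine-treated cells by a root mean square of 0.74. This difference was 0.91 between RCE and coptisine and 0.98 between RCE and palmatine. Between RCE and the DMSO array it was 1.04. In the hierarchical clustering with Euclidean distance and complete linkage, RCE joined berberine, and coptisine joined a cluster of DMSO and palmatine. With 1 minus Pearson's r and average linkage, RCE and berberine joined first at 0.314, followed by coptisine at 0.536, palmatine at 0.752 and DMSO at 0.890. Among features past 2-fold against both PBS and DMSO, the highest log2 ratios to DMSO with RCE were 8.52 for feature 19811 and 8.45 for feature 15744. Feature 19811 had 0.34 with berberine, 4.55 with coptisine and 0.09 with palmatine. The lowest were -5.04 for feature 669 and -4.78 for feature 18006, with -3.00 and -1.91 with berberine. Of the 10 features lowest with RCE, 10 were also lower by 2-fold or more with berberine, 9 with coptisine and 1 with palmatine. Of the 10 highest, 3 of 6 measured with berberine were higher by 2-fold or more, 2 of 6 measured with coptisine and 3 of 5 measured with palmatine. From the clustering, the paper proposes that berberine could represent the effect of RCE on gene expression better than the other alkaloids.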

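Palmatine-treated cells differed from the DMSO array by a root mean square log2 ratio of 0.56 over the features measured on all 5 arrays, against 0.81 for berberine and 0.78 for coptisine. Palmatine and DMSO were the first arrays to join with Euclidean distance. With 1 minus Pearson's r they did not join first, and Pearson's r between their log2 ratios to PBS over these features was 0.168. The SD of the log2 ratios to PBS over these features was 0.45 with palmatine and 0.42 with DMSO. It was 1.01 with RCE, 0.73 with berberine and 0.68 with coptisine.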

The clustering pattern also showed that palmatine clustered far from RCE and the other alkaloids, very close to DMSO, suggesting that palmatine had a mild effect on gene expression in RAW264.7 cells. Correlation analysis also suggested the same conclusion—that berberine was most similar to RCE, while palmatine was the least similar one (Figure 3B).

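Pearson's r between the log2 ratios to DMSO of RCE and berberine was 0.667 across 7520 features, and Spearman's rho was 0.685. For RCE and coptisine, r was 0.498 and rho 0.509 across 7384 features. For RCE and palmatine, r was 0.333 and rho 0.369 across 7564 features. Features are not independent replicates, and all 3 comparisons share the DMSO array. In 1000 simulated pairs of unchanged arrays set against the same DMSO array, r was on average 0.50 for each pair. Any independent arrays of equal spread set against 1 common array give this average. The covariance was 0.606 for berberine, 0.451 for coptisine and 0.228 for palmatine, and that of the simulated arrays was 0.223, 0.230 and 0.222. The covariance above the simulated one was 0.383 for berberine, 0.221 for coptisine and 0.00611 for palmatine, whose 0.228 lies within the 0.212 to 0.233 of 95% of draws. Over the features measured on all 5 arrays, the covariance for palmatine was 0.210 and the simulated one 0.176 (0.169 to 0.183), and the excess was 0.414 for berberine, 0.256 for coptisine and 0.0336 for palmatine. With the measured RCE array kept and only the alkaloid array unchanged, the simulated r across all features was 0.204, 0.208 and 0.201, and the covariance above the simulated one was 0.458 for berberine, 0.298 for coptisine and 0.0829 for palmatine. In these draws the covariance for palmatine ranged from 0.132 to 0.159 and r from 0.184 to 0.218, below the measured values. Since RCE gave 2170 features past 2-fold where unchanged arrays gave 803 to 875, the draws that keep it are the closer comparison. With ratios to PBS, r with RCE was 0.617 for berberine, 0.418 for coptisine and 0.229 for palmatine. The DMSO array itself had an r of 0.226 with RCE and a covariance of 0.142, against 0.145 for palmatine. Over the features measured on all 5 arrays, r was 0.147 for DMSO and 0.282 for palmatine. Permuted arrays lack what the measured arrays share feature by feature. A value above the draws thus need not come from the treatment. Over all features, Pearson's r and the covariance with ratios to PBS do not separate palmatine from the vehicle in likeness to RCE. Spearman's rho with RCE over all features was higher with palmatine, at 0.28 against 0.17 for DMSO. The covariance over the features measured on all 5 arrays was higher too, at 0.13 against 0.062.

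**Figure D1:**
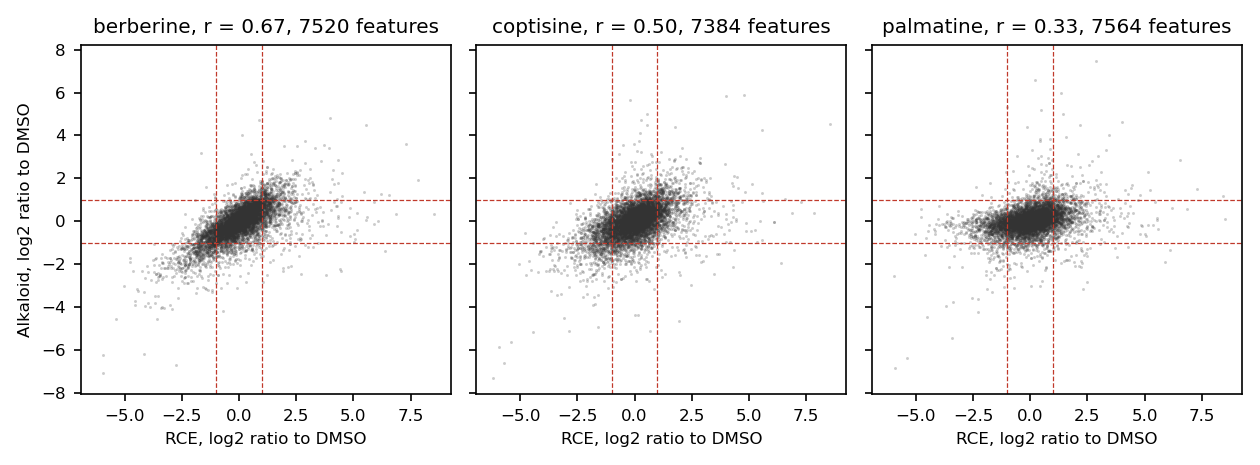
Log2 ratio to DMSO with RCE (horizontal axis) against that with berberine, coptisine or palmatine (vertical axis), 1 point per feature measured on the DMSO array and on both arrays of the pair. Dashed lines mark 2-fold, and r is 0.667, 0.498 and 0.333 from left to right.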

Using two-fold as a cut-off value, there were 1273 DEGs between the RCE group and the DMSO group. Among them, 585 were upregulated, and 691 were downregulated (Table 2). 

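With RCE, 1074 features were higher and 1096 lower than with DMSO by 2-fold or more, of 7861 features measured on both arrays. Of these, 564 differed by 4-fold or more. Against both DMSO and PBS, 809 features were higher and 796 lower by 2-fold or more in the same direction. Against PBS alone, 1731 were higher and 981 lower, so the balance depends on the reference. At 1.5-fold against DMSO, 2042 were higher and 1846 lower. Centring each array on its median gave 867 higher and 1328 lower. That centring moved the median log2 ratio to DMSO over all features from 0.05 to -0.09.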

There were 822, 718, and 254 DEGs of berberine, coptisine, and palmatine, respectively. 

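Berberine gave 561 features higher and 932 lower than with DMSO by 2-fold or more, of 7976 measured. Coptisine gave 632 higher and 845 lower of 7868, and palmatine gave 367 higher and 466 lower of 8122. Features without a value on all 5 arrays made up 12.8% of the features measured with palmatine and 48.4% of its features past 2-fold. They made up 16.2% of those past 2-fold with RCE, 21.1% with berberine and 23.5% with coptisine. Over the features measured on all 5 arrays, palmatine had 224 higher and 206 lower. Of the 466 features lower with palmatine, 213 were 2-fold or more above PBS on the DMSO array and within 2-fold of PBS with palmatine. Past 2-fold against both DMSO and PBS in the same direction were 871 features with berberine, 732 with coptisine and 282 with palmatine. Of these, 328 were higher and 543 lower with berberine, 351 and 381 with coptisine, and 199 and 83 with palmatine. Against PBS alone, 801 were higher and 815 lower with berberine, 923 and 861 with coptisine, and 501 and 424 with palmatine. Among features past 2-fold against both references, lower ones thus outnumbered higher ones clearly with berberine, narrowly with coptisine and not with palmatine. Against PBS alone, their larger number nearly vanished for berberine and turned for coptisine and palmatine. The balance also depended on the place in the table, over the features measured on all 5 arrays. With coptisine, 403 were higher and 315 lower than with DMSO before row 17049, and 113 and 299 from there on. With palmatine the balance turned at the same row, from 167 higher and 118 lower to 57 and 88. With RCE it went from 603 and 615 to 220 and 380. With berberine lower ones outnumbered higher ones in both parts.

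**Figure D2:**
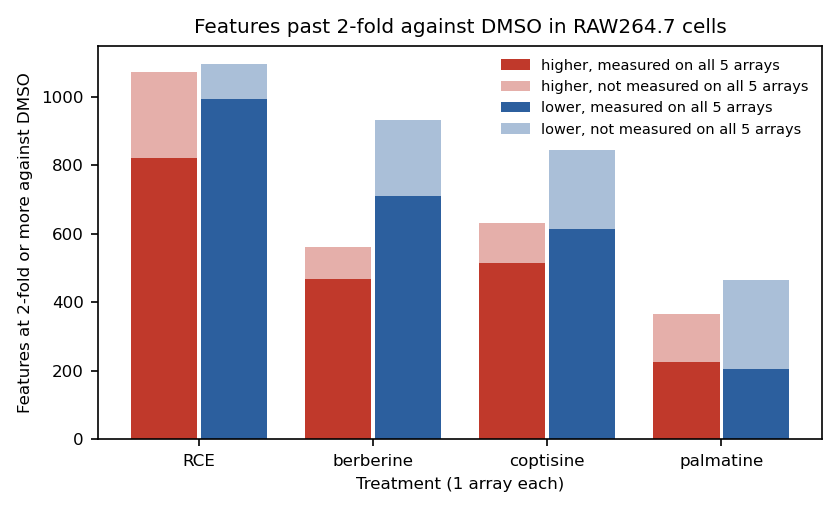
Number of features higher (red) or lower (blue) than with DMSO by 2-fold or more, for 1 array per treatment. The solid part of each bar counts features measured on all 5 arrays and the pale part the others, which are 403 of the 833 features of palmatine.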

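Of 1493 features past 2-fold against DMSO with berberine, 912 were also past 2-fold with RCE, a share of 61.1% (95% Wilson interval 58.6% to 63.5%, which covers counting error only). Of these, 327 were higher and 546 lower with both, and 39 went in opposite directions. Independent lists of the same sizes would share 178 features in the same direction. Of the 1321 features of berberine that were measured with RCE, 69.0% were past 2-fold with RCE. With the measured RCE array kept, simulated unchanged arrays in place of berberine gave 41.1%, for lists of 672 features on average. With ratios to PBS, which leave out the DMSO array, the overlap was 52.5% of the features of berberine, and without features at 2-fold on the DMSO array it was 63.8%.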

Comparing all the DEGs, we found that berberine presented the highest degree of overlap with RCE, with an overlapping ratio of 70.8% (582/822), which was consistent with the clustering results (Figure 3C,D). The overlapping ratio for DEGs of coptisine vs. RCE was 52.6%, and that for palmatine vs. RCE was 42.1% (Figure 3D). 

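For coptisine, 701 of 1477 features past 2-fold against DMSO were also past 2-fold with RCE, or 47.5% (95% Wilson interval 44.9% to 50.0%). In the same direction were 650, against 168 for independent lists. For palmatine, 292 of 833 features were shared, or 35.1% (31.9% to 38.4%), with 240 in the same direction against 79.0 for independent lists. Of the features measured with RCE, the shared part was 55.7% for coptisine and 49.2% for palmatine, and simulated unchanged arrays set against the measured RCE array gave 40.4% and 39.8% (37.0% to 42.6% in 95% of draws for palmatine), for lists of 655 and 679 features on average. Over the features measured on all 5 arrays, the overlap with RCE was 70.5% for berberine, 55.8% for coptisine and 48.6% for palmatine. With ratios to PBS in place of DMSO the overlap over all features was 31.1% for coptisine and 22.7% for palmatine. These shares count features without a value with RCE as not shared. Of the features past 2-fold against PBS, 757 of 1784 with coptisine and 220 of 925 with palmatine had a value on all 5 arrays. The number with a value with RCE is at least as large and is not given here.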

Clustering analysis of the combined DEGs from each treatment showed the same pattern of all expressed genes: berberine was most similar to RCE, while palmatine was the least similar one (Figure 3E).

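Past 2-fold against DMSO with at least 1 treatment were 3687 features, of which 2696 were measured on all 5 arrays. Across these 2696, Pearson's r between the log2 ratios to PBS of RCE and berberine was 0.709, and RCE and berberine joined first with 1 minus Pearson's r and average linkage. With Euclidean distance and complete linkage, palmatine joined DMSO, berberine joined coptisine, and RCE joined last. By root mean square difference RCE was still nearest to berberine, at 1.06, against 1.30 for coptisine, 1.45 for palmatine and 1.56 for DMSO. Berberine was slightly nearer to coptisine, at 1.02, than to RCE. The SD of the log2 ratios over these features was 1.49 with RCE, 1.02 with berberine, 0.95 with coptisine, 0.61 with palmatine and 0.58 with DMSO.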

### 2.4. Pathway Analysis of RCE and Three Representative Alkaloids in RAW264.7 Cells

We performed KEGG pathway enrichment analysis using DEGs of RCE, berberine, coptisine, and palmatine. The top hits for RCE, berberine, and coptisine included cell cycle, DNA replication, base excision repair, homologous recombination, etc. (Figure 4A–C). However, the number of enriched pathways of palmatine was small, and the top hits for palmatine were EB virus infection and HTLV1 infection (Figure 4D). Clustering analysis of the enriched pathways of DEGs of RCE, berberine, coptisine, and palmatine indicated that berberine and coptisine were similar to RCE to some degree, while palmatine had its own pattern (Figure 4E). Thus far, we concluded that berberine and coptisine, as the main bioactive components of RCE and palmatine, showed low bioactivity in RAW264.7 cells.

Among the enriched pathways, we found some pathways commonly affected by RCE, berberine, and coptisine, such as the cell cycle, as shown in Figure 4F. This result was consistent with the cell proliferation assay showing that coptisine and berberine both inhibited proliferation in RAW264.7 cells. We also noticed that some pathways were only enriched by berberine, such as the MAPK signaling pathway (Figure 4G). We can see that a number of genes involved in the MAPK signaling pathway were orchestrated by berberine, while coptisine only regulated some of them. Moreover, there existed pathways uniquely enriched by coptisine, such as alcoholism (Figure 4H). This suggested that berberine and coptisine shared some common activities but also had their own specific functions.

### 2.5. Comparative Analysis of Berberine and Coptisine on Genes Involved in Different Biological Processes

Based on the proliferation assay and the transcriptome analysis, we concluded that berberine and coptisine both had cytotoxic effects. We selected several representative genes related to the cell cycle and checked their expression changes in different groups. Cyclin-dependent kinase 1 (*Cdk1*), deoxyuridine triphosphatase (*Dut*), 5′,3′-nucleotidase, cytosolic (*Nt5c*), and nuclear factor I/X (*Nfix*) were selected for qRT-PCR validation. CDK1 is essential for G1/S and G2/M phase transitions of the eukaryotic cell cycle [19]. DUT and NT5C are enzymes involved in nucleotide metabolism and are associated with the prognosis of cancer patients [20,21]. NFIX is part of a family of highly conserved DNA-binding proteins that function as transcriptional activators and/or repressors, playing a significant role in hematopoiesis, muscle development, and brain development [22]. Not surprisingly, the expression levels of *Cdk1*, *Dut*, *Nt5c* were all downregulated by berberine and coptisine, and berberine decreased the genes by about two-fold while the reduction effect of coptisine was marginal. *Nfix* was upregulated by both berberine and coptisine at 60 μM in RAW264.7 cells (Figure 5A). Palmatine, included as a control, did not affect their expression at the same concentration.

As revealed by the microarray on RAW264.7 cells, RCE interfered with metabolic pathways. To compare the effect of berberine and coptisine on metabolism, we switched to a better cellular model, the human hepatoma cell line HepG2. In our previous study, we demonstrated that RCE regulated the mevalonate (MVA) pathway, the first portion of the de novo cholesterol synthesis pathway, and resulted in reduced cholesterol synthesis in HepG2 cells [7]. We also showed that both berberine and coptisine downregulated diphosphomevalonate decarboxylase (*MVD*) and hydroxymethylglutaryl-CoA synthase (*HMGCS1*) expression in a dose-dependent manner [7].

In the current study, we extended the gene panel and checked the expression levels of 3-hydroxy-3-methylglutaryl-coenzyme A reductase (*HMGCR*), mevalonate kinase (*MVK*), *acetyl-CoA acetyltransferase (ACAT2*), and isopentenyl-diphosphate delta-isomerase 1 (*IDI1*) following exposure to 40 μM berberine, coptisine, or palmatine in HepG2 cells. Similarly, we found that berberine and coptisine decreased the expression of all four genes, while palmatine did not (Figure 5B). The inhibitory effect was even stronger for coptisine than for berberine.

We tested another gene, low-density lipoprotein receptor (*LDLR*), in response to berberine, coptisine, and palmatine treatment. LDLR is another critical gene for cholesterol homeostasis, and it mediates LDL-c clearance in blood. We found that berberine increased *LDLR* mRNA levels by 2.81-fold, while coptisine only resulted in a marginal increase of 1.58-fold (Figure 5C). Palmatine increased the expression of *LDLR,* but the change was not statistically significant at 40 μM.

In summary, we concluded that berberine and coptisine were both key regulators of MVA pathway genes and that the effects of coptisine were stronger than those of berberine. However, berberine showed a stronger effect in upregulating *LDLR* than did coptisine.

## 3. Discussion

The aim of our study was to analyze the differences in the main alkaloids of RC from different aspects. We began with a chemical content analysis based on HPLC. We tested five alkaloids and found that the content of berberine was the highest, followed by coptisine and palmatine, and then epiberberine. This overall trend was consistent with studies by other groups [23,24]. Worenine was not detected in our extract, likely due to its low initial content in RC. The content of worenine in crude RCE was detected as only 0.02~0.03 mg/g [24], and the actual yield might have been affected by the extraction process.

Different studies have confirmed the cytotoxicity of RC and some of its alkaloids. Yi et al. tested the cytotoxicity of berberine, coptisine, palmatine, and epiberberine on HepG2 and 3T3-L1 cells [25]. They found that the toxicity of berberine was the highest and that of palmatine was the smallest, based on a cell assay at 24 h [25]. However, our data indicated that coptisine had a stronger inhibitory effect on the proliferation of HepG2, 3T3-L1, and RAW264.7 cells. These differences were likely caused by the different cell sources and cell statuses. In addition, we tested cell proliferation at multiple time points. In our experiments, the effects of berberine and coptisine on HepG2 and 3T3-L1 cells were comparable at 24 h of treatment at each concentration; however, coptisine began to exert stronger cytotoxicity when the treatment time was extended to 48 and 72 h. Overall, our data support the anti-proliferation activity of berberine and coptisine in vitro, but this activity was not observed for palmatine.

In addition, we established the BioReFs of RCE and three representative alkaloids in RAW264.7 cells. The transcriptome analysis helped us to compare RCE and three alkaloids from a systematic level. 

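The log2 ratios to DMSO of RCE were fitted by least squares as a weighted sum of those of the 3 alkaloids over the features measured on all 5 arrays. The weights were 0.762 for berberine, 0.246 for coptisine and 0.0405 for palmatine, and the sum accounted for 52.5% of the variance. Berberine alone accounted for 50.0%, coptisine alone for 28.4% and palmatine alone for 13.1%. Simulated unchanged arrays that share the DMSO array gave 25.0% for 1 term (23.6% to 26.4% in 95% of draws) and 37.5% for the sum (36.3% to 38.9%), with a weight of 0.250 for each term. Any independent arrays of equal spread set against 1 common array give these averages. With the measured RCE array kept, unchanged arrays in place of the alkaloids gave 3.42% for 1 term and 5.15% for the sum, with a weight of 0.161 for each term. All 3 alkaloids were replaced in these draws. Their weights are thus no reference for that of palmatine, which was fitted beside measured berberine and coptisine. With ratios to PBS and the DMSO array as a further term, the weight of palmatine was 0.204 and that of the DMSO array itself 0.176. The weights hold for the doses used, which differ between the alkaloids.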

We concluded that berberine was most similar to RCE, followed by coptisine, while palmatine was the least similar one. This conclusion is not surprising, but the clustering results help us to directly visualize the similarity between RCE and its alkaloids. Based on pathway analysis, it is not surprising that RCE, berberine, and coptisine affected common pathways, such as the cell cycle and DNA replication. However, palmatine showed a mild effect on gene expression. This was supported by the cell proliferation assay and qRT-PCR analysis of cell cycle-related genes.

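Palmatine gave 180 features at 4-fold or more against DMSO, 2.22% of those measured, whereas berberine gave 287 and coptisine 282. Simulated unchanged arrays, made by permuting the DMSO array's own ratios, gave on average 930 features past 2-fold against DMSO over the features measured with palmatine (893 to 968 in 95% of draws). The array of palmatine gave 833, below that range. These draws take the whole spread of the DMSO array as noise and lack what the arrays share feature by feature. The comparison therefore does not decide whether palmatine changed expression. Over the features of RCE, berberine and coptisine the simulated averages were 838, 858 and 875.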

We also noticed that berberine and coptisine had their own specific effects on genes and pathways. 

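Berberine and coptisine shared 181 features higher and 370 lower than with DMSO by 2-fold or more, of 7448 measured with both. These were 42.1% of the features past 2-fold with berberine and 43.0% of those with coptisine, and unchanged arrays simulated in place of 1 alkaloid, with the other kept as measured, gave 35.4% for berberine and 31.2% for coptisine. In opposite directions were 18 features. A further 741 features were past 2-fold with berberine and not with coptisine, and 362 of these also differed by 2-fold or more between the arrays of berberine and coptisine. In turn, 711 were past 2-fold with coptisine and not with berberine, of which 330 differed by that much. By direct difference, 473 features were higher with berberine and 657 with coptisine by 2-fold or more. According to the paper, both carry a methylenedioxy group on ring A, where palmatine has methoxy groups, and berberine and coptisine differ on ring D. Between berberine and palmatine 1242 of 7689 features differed by 2-fold or more, and between coptisine and palmatine 1042 of 7565. No direct differences of unchanged arrays are given here. Set against the DMSO array, simulated unchanged arrays gave on average 930 of 8122 features past 2-fold, over the features measured with palmatine. How many of the direct differences are array noise is thus not known. The paper gives a similar share of cell death for the doses used. Elsewhere it reports no cytotoxicity of palmatine at the concentrations and times it tested, so equal toxicity is not established. The molar concentrations were not matched either. These values therefore stand side by side only.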

Considering our previous studies on the regulatory effect of RCE on lipid metabolism, we explored the roles of berberine, coptisine, and palmatine on genes involved in cholesterol biosynthesis and LDL-c uptake, i.e., LDLR. We found that coptisine was very efficient in inhibiting MVA genes. However, berberine was a strong inducer of LDLR expression.

Our previous work revealed that RCE could downregulate a cluster of genes in the MVA pathway [7]. However, this effect was not mediated by suppressing the coincident regulator sterol regulatory element-binding protein 2 (SREBP2) or by promoting the phosphorylation of extracellular signal-regulated kinase (ERK) [7]. Here, we showed that coptisine is even stronger than the other compounds in regulating MVA pathways, although the underlying mechanism is not clear. This suggests that alkaloids besides berberine also have important pharmaceutical activity in certain aspects, although berberine is regarded as the most important active constituent of RC.

Different studies have reported that berberine could regulate LDLR in multiple ways, and we showed that berberine strongly upregulated LDLR, with much greater effects than those of coptisine. Because berberine and coptisine have superiority in different pathways of cholesterol metabolism, treatment with the combination of berberine and coptisine may be a good choice to lower cholesterol. Kou et al. suggested that the combination of berberine, coptisine, palmatine, epiberberine, and jatrorrhizine showed synergetic cholesterol-lowering effects in HepG2 cells and hypercholesterolemic hamsters [23]. In their study, they showed that the combination of five main alkaloids resulted in stronger LDLR upregulation and HMGCR downregulation than each single alkaloid. It is worth further studying the combination of berberine and coptisine for their lipid-lowering effects in vivo and exploring the underlying mechanisms.

Coptisine, berberine, and palmatine were quaternary protoberberine alkaloid with different substituents at C-2, C-3 on ring A, and C-9, C-10 on ring D (Figure 1A). According to our research, the effects on anti-tumor and cholesterol regulation of compounds with methylenedioxy group at C-2, C-3 on ring A (coptisine, berberine) were significantly stronger than those with di-methoxy group at C-2, C-3 on ring A (palmatine). Methylenedioxy or di-methoxy group at C-9, C-10 on ring D may lay the foundation of the difference between berberine and coptisine in lipid regulation.

In summary, we analyzed the differences in the main alkaloids of RC from different aspects. Especially, we introduced the BioReFs to compare the bioactivity of different RC alkaloids. We found that berberine is the most important active constituent and could partially represent the bioactivity of RC extract; meanwhile, berberine and coptisine are the primary cytotoxic component of RC. Berberine and coptisine had different regulatory effects on genes involved in lipid metabolism, probably due to their different structure, which provided some clues for lead optimization.

## 4. Materials and Methods

### 4.1. Cells and Agents

The human hepatoma cell line HepG2, murine macrophage cell line RAW264.7, and murine fibroblast cell line 3T3-L1 were obtained from the National Infrastructure of Cell Line Resource (Beijing, China). All cell lines were cultured in high glucose DMEM medium containing 10% fetal bovine serum and 1% antibiotic mixture of penicillin (100 U/mL) and streptomycin (100 mg/mL).

Rhizomes of *Coptis chinensis* Franch from 3 regions (Dayi of Sichuan Province, Lichuan of Hubei Province and Shizhu of Chongqing City, China) were purchased from the Anguo city traditional Chinese medicine market. The main alkaloid standards (berberine, coptisine, palmatine, epiberberine, and worenine) were purchased from the National Institutes for Food and Drug Control, Beijing, China.

### 4.2. Preparation of Crude Rhizoma Coptidis Extract (RCE)

All RC samples were balanced and ground into powder. The crude powder was backflow extracted with 70% ethanol twice at a 1:10 (*w*/*v*) proportion for one hour each time. The resulting extract was concentrated under reduced pressure and freeze-dried into powder. The extracted powder was accurately weighed and redissolved in DMSO as a stock solution.

### 4.3. HPLC Analysis

The HPLC analysis was performed as previously described [7]. Briefly, the RCE was dissolved in 50% methanol, and the components were detected using an Agilent 1260 Series HPLC system (Agilent Technologies, Santa Clara, CA, USA). The system consisted of a quaternary pump system, a thermostatic column compartment, an autosampler, and a photodiode array detector. ChemStation (Rev.B.02.01) software was used for the control of the HPLC system, data acquisition, and processing. An Agilent Zorbax SB-C18 (250 mm × 4.6 mm i.d., 5 µm) column was used for chromatographic separation. The mobile phase (flow rate of 1.0 mL/min) was composed of (A) acetonitrile and (B) water containing 0.25% SDS (*w*/*v*), 0.25% KH_2_PO_4_ (*w*/*v*), and 0.1% phosphoric acid (*v*/*v*). The program was an isocratic elution at 44% of solution A for 20 min with an injection volume of 10 µL, and the detection wavelength was 345 nm. A mixed standard solution of five reference standards (berberine, coptisine, palmatine, epiberberine, and worenine) was used to obtain the standard curves. The content of each alkaloid in RCE was calculated based on the standard curves. RCs from three growing regions (Dayi of Sichuan Province, Lichuan of Hubei Province and Shizhu of Chongqing City, China) were used to obtain the average content.

### 4.4. Cell Proliferation Assay

Cells were seeded in 96-well plates and treated with drugs at different concentrations. After incubation, the media were removed, and CellTiter^®^ 96 AQ_ueous_ One Solution Reagent (Promega, Madison, WI, USA) was added and incubated at 37 °C for 3 h. Absorbance at 490 nm was measured using a Spectromax spectrophotometer. The cell viability rate was calculated as follows: (OD_treatment_ − OD_blank_)/(OD_control_ − OD_blank_)] × 100%. All experiments were performed in triplicate and repeated three times independently.

### 4.5. RNA Extraction, cDNA Synthesis, and Quantitative Real-Time PCR (qRT-PCR)

Total RNA was prepared using TRIzol reagent (Invitrogen, Carlsbad, CA, USA) according to the manufacturer’s instructions. Total RNA (1 μg) was treated with a Turbo DNase free kit (Thermo Fisher Scientific, Waltham, MA, USA) and reverse transcribed using a High-Capacity RNA-to-cDNA Kit (Thermo Fisher Scientific Baltics UAB, Vilnius, Lithuania). qRT-PCR reactions were carried out in duplicate with Fast SYBR^®^ Green Master Mix (Kapa Biosystems, Wilmington, MA, USA). The thermal cycling conditions of PCR were as follows: 95 °C for 3 min, 95 °C for 10 s, 60 °C for 30 s, and 40 cycles of amplification. The relative expression was calculated using the following formula: Fold change = 2^−ΔΔCT^, where ΔΔCT = ΔCT_sample_ − ΔCT_control_; ΔCT = average CT _test gene_ − average CT _GAPDH_, and CT stands for cycle threshold. All primer sequences are available upon request.

### 4.6. Gene Expression Profiling and Analysis

Total RNA was used to produce Cy5-dCTP- or Cy3-dCTP-labelled cDNA using Eberwine’s linear RNA amplification method, according to a previously published protocol [26]. The CapitalBio 36K mouse genome oligo array was used for hybridization (CapitalBio Corporation, Beijing, China). The dual-channel platform included hybridization of the samples treated with RCE, berberine, coptisine, and plamatine and those treated with PBS. Microarrays were then scanned using a LuxScan^TM^ Scanner (CapitalBio, Beijing, China). A corrected *p*-value of 0.05 and a |log_2_ (fold change)| of 1 were set as the threshold for statistically significant differential expression.

To identify the functional pathways associated with differentially expressed genes (DEGs), online analytical tools such as the Database for Annotation, Visualization, and Integrated Discovery (DAVID, http://david.abcc.ncifcrf.gov/, accessed on 1 September 2019) were used.

### 4.7. Statistics

Statistical analysis of experimental data was conducted using Student’s *t*-test. Values were expressed as the mean ± standard deviation (SD). A *p*-value < 0.05 was accepted as statistically significant.

## 5. Conclusions

The current study analyzed the differences in the typical alkaloids of RC at a systematic level. BioReFs have been established for RCE, berberine, coptsine, and palmatine in RAW264.7 cells. Berberine was identified as most similar of the alkaloids to RCE and could partially represent the bioactivity of RCE. Both the transcriptome analysis and cell proliferation assay suggested that berberine and coptisine exhibit cytotoxicity. In addition, we found that berberine and coptisine had different regulatory effects on genes involved in lipid metabolism. This study provides comprehensive information on the pharmaceutical mechanisms of the different RC alkaloids and proposes combinatory uses of them for the treatment of diseases.

## Figures and Tables

**Figure 1:**
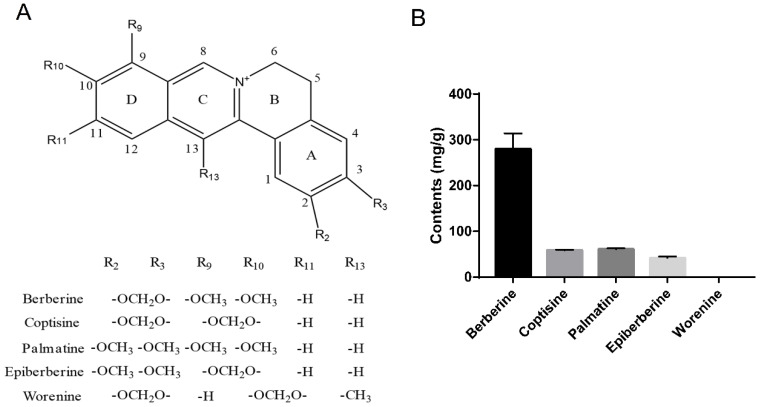
Structures and amount of representative alkaloids, including berberine, coptisine, palmatine, epiberberine, and worenine, in the extracts of Rhizoma Coptidis. (**A**) Structural formulae of alkaloids. (**B**) Contents of representative alkaloids, Data are given as the mean ± SD (*n* = 3).

**Figure 2:**
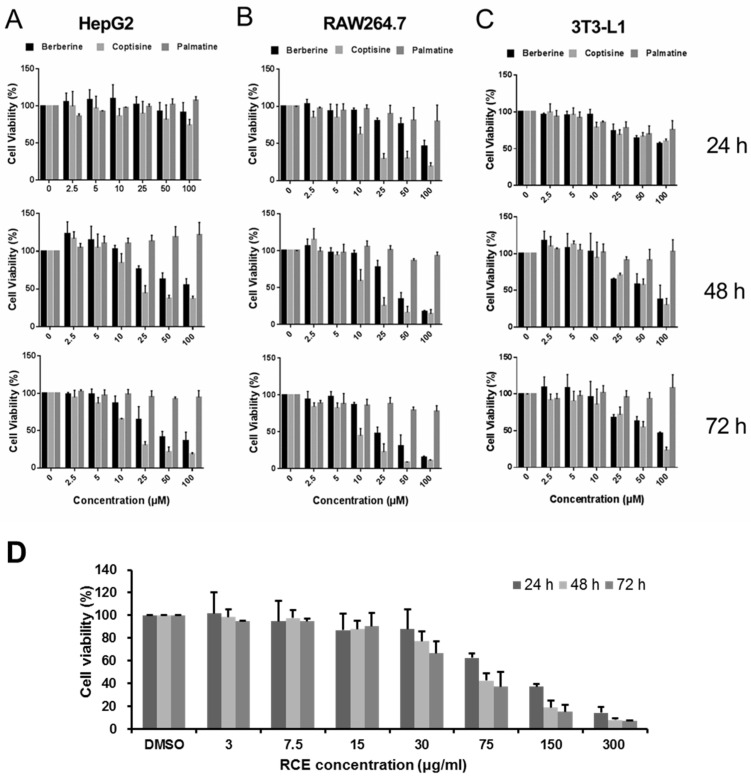
Effects of berberine, coptisine, palmatine, and RCE on cell proliferation in multiple cell lines. Cell viability in response to berberine, coptisine and palmatine treatment at 24 h, 48 h, and 72 h at 2.5 μM, 5 μM, 10 μM, 25 μM, 50 μM, and 100 μM in (**A**) HepG2 cells, (**B**) 3T3-L1 cells, and (**C**) RAW264.7 cells. (**D**) Cell viability of RAW264.7 cells treated with different concentrations of RCE (3 μg/mL,7.5 μg/mL, 15 μg/mL, 30 μg/mL, 75 μg/mL, 150 μg/mL, and 300 μg/mL) at 24, 48, and 72 h. Data are given as the mean ± SD (*n* = 3).

**Figure 3:**
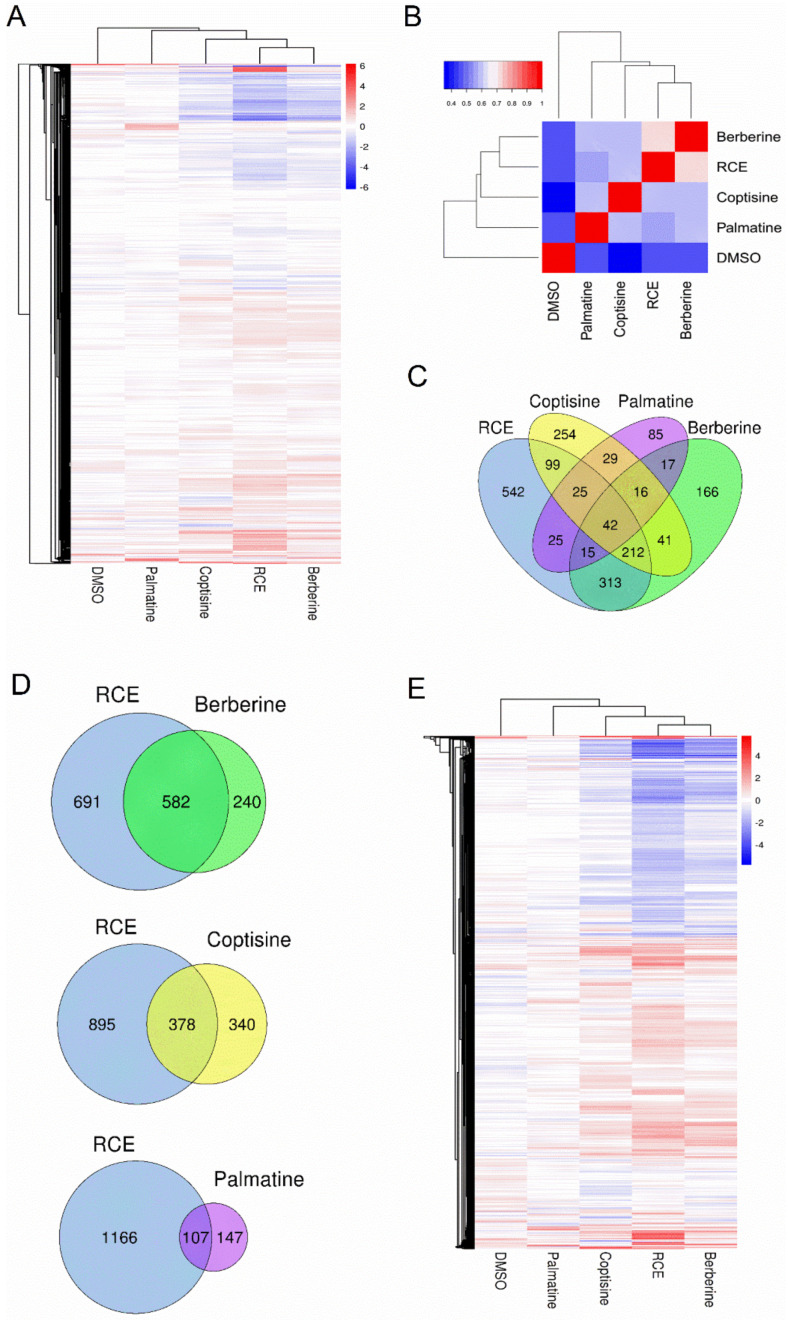
Transcriptome analysis of RCE-, berberine-, coptisine-, and palmatine-treated RAW264.7 macrophages. (**A**) Clustering analysis of all expressed genes in all samples. (**B**) The correlation analysis of gene expression in RCE-, berberine-, coptisine-, palmatine- and DMSO-treated samples. The color indicates the correlation coefficient (blue: low, red: high). (**C**) Venn diagram of differentially expressed genes (DEGs) among RCE-, berberine-, coptisine-, and palmatine-treated RAW264.7 cells. (**D**) Venn diagram of DEGs of RCE vs. berberine, RCR vs. coptisine, and RCE vs. palmatine. (**E**) Hierarchical clustering analysis of DEGs with fold change ≥ 2 in each sample. The color of each spot in the heatmap corresponds to the log 2 transformed fold change vs. the PBS of each gene in four samples, with a gradient of color from blue (low) to red (high).

**Figure 4:**
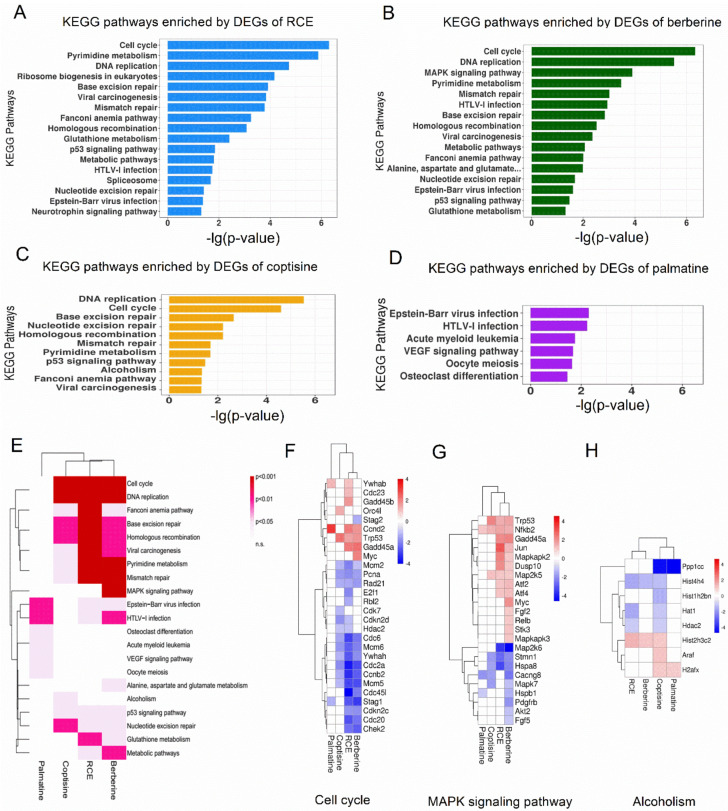
Pathway enrichment analysis of RCE-, berberine-, coptisine-, and palmatine-treated RAW264.7 macrophages. (**A**) Significantly enriched KEGG pathways for DEGs of RCE, (**B**) berberine, (**C**) coptisine, and (**D**) palmatine (*p* < 0.05). (**E**) Clustering analysis of the KEGG pathways enriched by DEGs of RCE, berberine, coptisine, and palmatine. The color indicates the *p*-value. The redder the color, the smaller the *p*-value. Heatmap of differential expression of genes implicated in (**F**) the cell cycle, (**G**) MAPK signaling pathway, and (**H**) alcoholism. The color of each spot in the heatmap corresponds to the log 2 transformed fold change vs. DMSO of each gene in four samples, with a gradient of color from blue (low) to red (high).

**Figure 5:**
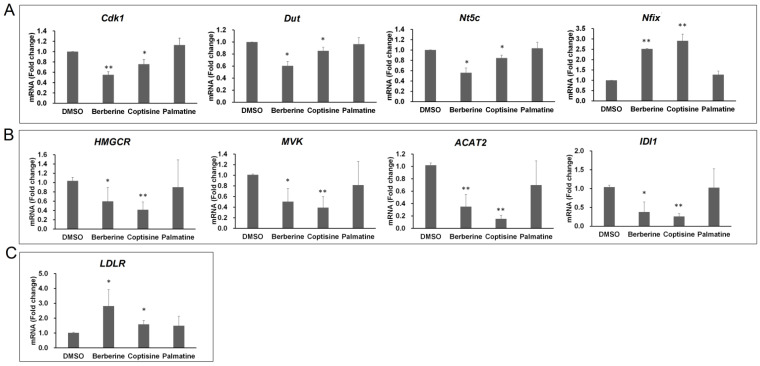
qRT-PCR analysis of genes involved in different biological processes. (**A**) qRT-PCR analysis of genes related to the cell cycle in RAW264.7 cells after exposure to berberine, coptisine, and palmatine for 24 h. (**B**) qRT-PCR analysis of genes related to the MVA pathway in HepG2 cells after exposure to berberine, coptisine, and palmatine for 24 h. (**C**) qRT-PCR analysis of *LDLR* in HepG2 cells after exposure to berberine, coptisine, and palmatine for 24 h. Data are given as the mean ± SD (*n* = 3). * *p* < 0.05, ** *p* < 0.01 vs. DMSO group.

**Table 1:** The IC_50_ (μM) of berberine, coptisine, and palmate in different cell lines at different time points.

Cell Line	HepG2			RAW264.7			3T3-L1		
Time (h)	24	48	72	24	48	72	24	48	72
Berberine	N/A	123.4	47.56	104.8	41.93	28.27	120.8	76.45	77.97
Coptisine	454.7	34.88	18.10	16.82	15.38	10.29	152.9	53.26	50.63
Palmatine	N/A	N/A	24.33 × 10^4^	883.4	7292	29.16 × 10^3^	1043	N/A	N/A

**Table 2:** Summary of the DEG numbers in cells treated with RCE, berberine, coptisine, and palmatine.

Treatment	Total DEGs Number	Upregulated Gene Number	Downregulated Gene Number
RCE	1273	585	691
Berberine	822	346	478
Coptisine	718	359	360
Palmatine	254	124	131

## Data Availability

Available on request.

## Sample Availability

Samples of the compounds are available from the corresponding author.

How the deposited data were processed for this re-analysis (not part of the article)

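Gene expression of RAW264.7 cells was measured on 5 two-colour oligonucleotide arrays, 1 per condition, each with RNA of treated cells in Cy5 and RNA of PBS-treated cells in Cy3. The deposited values used here are log2 ratios per feature and array. RNA was amplified linearly, labelled and hybridised, and the arrays were read on a LuxScan scanner. The background correction, the within-array normalization and the rule that left values empty are not given in the sources used here, and no further normalization was applied. No spot intensities were used here, so signal over background is unknown. The number of arrays limits the precision. Features without a value on all 5 arrays also spread more widely than the others, and ratios on the coptisine array shifted with row number. The median of each column lay between 0.04 and 0.20.

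Samples were mapped to treatments by their labels. The log2 ratio to DMSO was the difference between the ratio to PBS of a treatment and that of the DMSO array. Features were counted at 2-fold or more, since the corrected p-value of the methods cannot be remade from 1 array per condition, and no test was run. Overlaps, Pearson's r, Spearman's rho, covariances, hierarchical clustering and least-squares weights were computed with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and statsmodels 0.14.6. Because the comparisons share the DMSO array, unchanged arrays were simulated with 1000 draws per pair, by permuting the ratios of the DMSO array among features measured on all 5 arrays and among the others separately. A first version permuted over all features of the DMSO array; the separate permutation, over the features of each comparison, replaced it after its output had been seen. Overlaps were first set against pairs of unchanged arrays, whose lists are shorter than that of RCE; after the values were seen, draws that keep the measured array of RCE, or of the other alkaloid, replaced these for overlaps and were added for r, covariance and weights. For the features above PBS on the DMSO array, the RCE median was first set against random sets and against the alkaloids. This was replaced, after the values were seen, by the difference from the features 2-fold or more below PBS, since RCE lay above the alkaloids there too. By the first version the deviation of the DMSO array alone was also argued against, and a response shared by DMSO and RCE was favoured. The bootstrap over features used 10000 draws and treats features as independent. The simulation treats the whole spread of the DMSO array as noise, a vehicle response included. Permuted arrays also lack what the arrays share feature by feature, so a value above theirs need not come from the treatment.

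The counting, overlap, weight and row trend steps were tested on simulated data. With 200 features changed 4-fold among 8934 and the spread of the DMSO array as noise, 91.0% of the features planted for RCE were counted in the planted direction, and 18.3% of the unchanged features were counted too. These data were permuted over all features of the DMSO array, as in the version replaced above. The 18.3% is therefore not the rate for the comparisons reported here. The separate permutation gave on average 838.5 counted of 7861 features with RCE.

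The features carry row numbers as identifiers and the files do not pair them with gene names. The gene lists, cell type markers, averages over features of a gene and comparisons of features of a gene, all written before the data were examined, could therefore not be applied, and the pathway results of the paper are not analysed here. Features were named by a rule also fixed then: the 10 highest and 10 lowest per treatment among those past 2-fold against PBS and DMSO in the same direction, of which 2 in each direction are printed, for RCE. Alternatives tried were ratios to PBS, median centring, scaling to the same median absolute deviation, other thresholds, both references together, features measured on all 5 arrays, rank correlation, features past 2-fold, and another distance and linkage. Leaving out features at 2-fold on the DMSO array and removing a running median over 2001 rows were added after seeing the data.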

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

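All tests in this part were chosen after the values were seen. On the DMSO array, 804 of 8934 features were 2-fold or more from PBS, 661 higher and 143 lower, and the paper gives no count for this array. Features in opposite directions past 2-fold against DMSO numbered 18 for berberine and coptisine, 16 for berberine and palmatine and 23 for coptisine and palmatine. These differences between alkaloids were not tested, with 1 array each.

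The 661 features 2-fold or more above PBS on the DMSO array bear on the features counted as lower with palmatine. A vehicle response of the same size in all treated cells would leave them high with palmatine. Over the 355 measured there, the 75th percentile of the log2 ratio to PBS was 0.70. The features were picked for high values on 1 DMSO array, so a second array would lie lower even with a shared response. A smaller vehicle response, or one in part of these features, is therefore not excluded. The solvent of the alkaloids is not given in the sources used here, and of the treatments only the RCE stock is said to be in DMSO. A vehicle response of cells other than those of palmatine is thus not excluded either. A deviation of the DMSO array alone would leave the median with RCE the same over the 661 features and over the 143 features 2-fold or more below PBS. With RCE, 325 of the 661 and 71 of the 143 had a value. Their medians were 1.08 and 0.50, a difference of 0.58 (95% bootstrap interval 0.26 to 1.05). Over features measured on all 5 arrays the medians were 0.64 and 0.23, a difference of 0.41 (0.02 to 1.30). A response shared by the DMSO and the RCE cells may add to this but stays open: the difference was 0.56 with berberine, 0.36 with coptisine and 0.48 with palmatine, so that RCE exceeded the largest of these by 0.0208 (-0.39 to 0.41), and by -0.01 (-0.38 to 0.87) over features measured on all 5 arrays. The intervals of the alkaloids lay above 0 too, 0.28 to 0.91 with berberine, 0.05 to 0.80 with coptisine and 0.27 to 0.75 with palmatine, so the treated arrays share a smaller part, except coptisine over features measured on all 5 arrays (-0.02, -0.29 to 0.30); whether it comes from the vehicle, the dyes or the PBS RNA was not tested.

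Features without a value on all 5 arrays spread widely, with an SD of 1.31 against 0.42 for the others on the DMSO array. Larger measurement noise may account for it: r between RCE and berberine was 0.354 over these features, lower by 0.332 than over the others. The signal of these features was not used here, so a weaker shared response of such genes stays open, and no biological explanation was tested.

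On the coptisine array, the median log2 ratio to PBS was 0.11 over features before row 17049 and -0.09 from there on, over the features measured on all 5 arrays. A shift of nearly all features by their place in the table is consistent with a change of -0.17 over 718 features near PBS on the 4 other arrays. A response of a subset of genes listed late stays open: the shifts of the 10th and the 90th percentile differed by 0.0932 (95% bootstrap interval 0.00694 to 0.185), which does not decide. How rows relate to places on the array is not given in the sources used here.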

How the results depend on the processing

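The settings without features at 2-fold on the DMSO array and with the row trend removed were chosen after seeing the data. The order berberine, coptisine, palmatine in overlap with RCE held under all 10 settings run, the reported one included, and in correlation with RCE under all 9. The cause of the following changes was not tested. Totals past the threshold for RCE, berberine, coptisine and palmatine were 3888, 3233, 3099 and 1996 at 1.5-fold, and 979, 568, 533 and 319 at 3-fold, which follows from the threshold. Past 2-fold against both references, berberine had 871, coptisine 732 and palmatine 282. Palmatine had 1627 with scaled arrays, 430 over complete features and 531 without features at 2-fold on the DMSO array. The DMSO array had 1532 features 2-fold from PBS when scaled and 191 over complete features. Scaling sets the spread of every array equal, so it enlarges the arrays of small spread.

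Overlap with RCE for berberine, coptisine and palmatine was 52.5%, 31.1% and 22.7% against PBS, 70.5%, 55.8% and 48.6% over complete features, 66.0%, 57.1% and 51.4% at 1.5-fold, and 53.2%, 34.3% and 23.8% at 3-fold. Past 2-fold against both, it was 42.8% for coptisine and 24.1% for palmatine. For berberine it was 53.9% with scaled arrays, 63.8% without features at 2-fold on the DMSO array and 58.5% with the row trend removed. Except over complete features, these shares count features without a value with RCE as not shared.

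The correlation with RCE for berberine, coptisine and palmatine was 0.617, 0.418 and 0.229 against PBS, 0.818, 0.738 and 0.565 with scaled arrays, 0.707, 0.533 and 0.361 over complete features, 0.685, 0.509 and 0.369 by Spearman's rho, and 0.695, 0.530 and 0.355 over features past 2-fold. Without features at 2-fold on the DMSO array it was 0.676 for berberine and 0.305 for palmatine. The weights of berberine, coptisine and palmatine were 0.790, 0.304 and 0.204 against PBS, beside 0.176 for the DMSO array. Over features past 2-fold those of berberine and palmatine were 0.826 and 0.0313. Over features past 2-fold, RCE and berberine first shared a Euclidean cluster of 5 arrays, in place of 2. Counting single features is what was done throughout; settings that need gene names and the authors' normalization were not run.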

Differences from the paper's values

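The paper counts genes at 2-fold with a corrected p-value, and the values here count features at 2-fold with no p-value. For RCE the total was 2170 and the paper's is 1273, with 1074 higher (the paper's is 585) and 1096 lower (the paper's is 691). For berberine the total was 1493 and the paper's is 822, with 561 higher (the paper's is 346) and 932 lower (the paper's is 478). For coptisine the total was 1477 and the paper's is 718, with 632 higher (the paper's is 359) and 845 lower (the paper's is 360). For palmatine the total was 833 and the paper's is 254, with 367 higher (the paper's is 124) and 466 lower (the paper's is 131). Of the alternatives set before the data were examined, 3-fold brought all these within 1.5 times the paper's except the higher counts of berberine and coptisine. Past 2-fold against both references did so except for the higher and lower counts of palmatine. Features measured on all 5 arrays did so for every count of RCE and berberine and for the higher count of coptisine. Scaled arrays did so for the counts of RCE only, median centring for the higher count of RCE only, and ratios to PBS for the lower count of RCE only. The 1.5-fold threshold did so for none. A 3-fold threshold is not the paper's. Of the settings chosen after seeing the values, leaving out features at 2-fold on the DMSO array did so for the lower count of RCE (977) and the higher count of berberine (512), and removing the row trend for the higher count of RCE (875). How many of the paper's own genes these drop is not known without gene names.

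Correlations of log2 ratios to PBS were lower than the colours of Fig. 3B, read by eye. The legend of Fig. 3B does not give the coefficient, the kind of value or the genes used. The 2 sets of values may therefore be of unlike kinds. For RCE, r was 0.617 with berberine (about 0.73 in Fig. 3B), 0.418 with coptisine (about 0.59 in Fig. 3B) and 0.229 with palmatine (about 0.56 in Fig. 3B). For DMSO, r was 0.226 with RCE (about 0.46 in Fig. 3B), 0.140 with berberine (about 0.46 in Fig. 3B), 0.0908 with coptisine (about 0.37 in Fig. 3B) and 0.199 with palmatine (about 0.46 in Fig. 3B). Among alkaloids, r was 0.421 for berberine and coptisine (about 0.59 in Fig. 3B), 0.244 for berberine and palmatine (about 0.59 in Fig. 3B) and 0.249 for coptisine and palmatine (about 0.59 in Fig. 3B). Of the alternatives set before the data were examined, only features measured on all 5 arrays brought a value within 0.05 of the figure, that of RCE and berberine at 0.686. Combinations of these alternatives, chosen after seeing the values, did so for the same pair: Spearman's rho over these features was 0.683, and over those of them past 2-fold r was 0.709 and rho 0.744. How many of the paper's own genes these leave out is not known without gene names. The other pairs stayed apart in all these settings, and no pair came within 0.05 with Spearman's rho or features past 2-fold by themselves, or with centred or scaled arrays, which leave r as it is.

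The trees of Fig. 3A and Fig. 3E, read by eye, join RCE and berberine first, then coptisine, palmatine and DMSO. In its text the paper places palmatine near DMSO and away from the other treatments. With Euclidean distance and complete linkage, palmatine and DMSO joined first over all features, and RCE joined last over features past 2-fold. With 1 minus Pearson's r and average linkage, the order of joining was that of the figures in both sets.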

Other observations

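Of the 10 features highest with RCE by the rule for named features, the log2 ratio to DMSO ranged from 6.32 to 8.52. The medians of those measured were 0.77 with berberine (6 features), 0.66 with coptisine (6) and 1.18 with palmatine (5). Of the 10 lowest, all were measured with each alkaloid, with medians of -3.09 with berberine, -1.92 with coptisine and -0.45 with palmatine. Over the features measured on all 5 arrays, 716 were past 2-fold against DMSO with RCE alone, 233 with berberine alone, 358 with coptisine alone and 125 with palmatine alone.

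The coptisine array had a value for 922 features that were empty on the other 4 arrays, and each other array had 254 to 381 such features. The lower share of features past 2-fold against DMSO was larger from row 17049 on than before it for each treatment, over the features measured on all 5 arrays: 72.6% against 43.9% with coptisine, 63.3% against 50.5% with RCE, 65.7% against 57.4% with berberine and 60.7% against 41.4% with palmatine. All 4 comparisons share the DMSO array, whose own median was higher by 0.05 from that row on. Simulated unchanged arrays set against it gave 53.5% against 48.3%, a difference of 5.19 points (-2.03 to 12.7 in 95% of draws), and the measured difference with berberine, 8.37, lies within this range. With ratios to PBS the differences were 33.4 points with coptisine, 7.30 with RCE, 5.20 with berberine and 14.7 with palmatine.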
